A study of Mus musculus with 16 samples.

How the data were processed

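Messenger RNA of mouse rotator cuff muscle was measured by RNA sequencing in 16 samples that fall into 4 groups of 4. The groups cross the strain, C57BL/6J (called BL6 below) or MRL/MpJ (called MRL below), with the surgery, which was a cut of the rotator cuff tendon together with denervation of its muscle, or no operation. Strain and surgery were taken from the characteristics in the labels, and replicate numbers 1 to 4 from the sample titles. The series description names the infraspinatus and the sample labels name the supraspinatus, so the muscle is called rotator cuff muscle here. Per the labels' protocols, RNA was isolated from minced muscle with a column kit and DNase treatment, and libraries followed standard Illumina protocols. The time between surgery and collection was not used here.

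The deposited count table holds whole-number counts per gene with 1 column per sample and no normalization, which is a reading of its values, since its header names only genes and samples. The aligner, the counting program, the genome build and the use of strand are not stated in the labels or the headers. The table lists 11710 genes, and its lowest mean over the samples was 1.05 CPM (the count of a gene per 1000000 counts of its sample), so it holds no gene of very low expression, and the rule behind this is not stated. Beside the counts the authors deposited a table of the same genes with an average log2 CPM and, for 4 comparisons of groups, a log2 fold change per the file headers. That deposited table also gives a p-value and a false discovery rate per gene and comparison, made by the authors with edgeR per its file name, with no model or version stated. An interaction of strain and surgery from that table was not used here.

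Everything else was computed from the deposited counts. R 4.3.3 was used with edgeR 4.0.16. Counts were scaled with trimmed mean of M values (TMM) factors, and filterByExpr at its default minimum count of 10 kept 11709 genes and removed 1. A quasi-likelihood model with 1 mean per group was fitted to all 16 samples together, so that the groups shared 1 estimate of the spread. From it came 5 comparisons: operated against unoperated in each strain, the difference between those effects (the interaction), and MRL against BL6 among unoperated and among operated samples. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. The SE of a log2 fold change was its absolute value divided by the square root of the quasi-likelihood F statistic. It therefore rests on the spread shared by all groups, not on that of the groups compared alone. Log2 CPM used a prior count of 2, and its principal components were taken over the genes tested. Means and SDs of CPM use TMM-scaled library sizes and are over the 4 samples of a group.

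Gene lists for 7 processes were written before the data were examined, with 78 genes in all, of which 70 were analysed here. A list's score in a sample was its mean log2 CPM. Score differences were tested with two-sided exact permutation tests of the sample labels. With 4 samples against 4 such an exact test cannot go below p = 0.0286, and the interaction test cannot go below 0.000408. The 21 list tests were adjusted together by Benjamini-Hochberg.

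Genes are named in the text by a rule also written beforehand. In each comparison these are the 3 called genes with the largest rise and the 3 with the largest fall, among genes of at least 5 CPM on average with a symbol other than a predicted-gene or Riken clone name; in comparisons of a pair of groups every sample of one group had to lie above every sample of the other. The rule adds genes of the lists where a list is discussed, and genes that check strain and sex. Nnt and Xist belong to those checks and were not analysed here. Where the rule selected a gene that is not reported here, no other took its place. Of each list, the text names the first 3 analysed genes in list order; that narrowing was made after values had been seen, and it replaced a hand-picked selection. Slc13a3, C1s1, C1ra, C1rb, Cd72, Ucp1, Rpl14-ps1, Gm15772, Hba-a1, Ptprc, Cd163, Mrc1 and Nos2 are named outside the rule and were chosen after their values were seen.

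The groups share replicate numbers in the titles, and this is the only source of pairing; the labels do not say that samples of the same number belong together. Fits with the replicate number as a block are therefore given beside those without it. Samples of the same number were checked by the correlation across genes of their deviations from their group means.

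Total counts ranged from 24323862 to 43552964 per sample. The smallest share that this depth can show, taken as 3 counts, was 0.0689 to 0.123 CPM. Floors cover counting error only, because reads without molecular identifiers are not independent molecules. No pair of replicates held counts that agreed within sampling noise, so all 16 samples were counted separately.

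Gene IDs were matched to the GENCODE M21 annotation of GRCm38, where 11708 of 11710 IDs were found, and 11690 carried the same symbol. Coordinates are from that annotation, 1-based; the build of the authors' alignment is not stated and may be another. Transcripts were compared with BLAST 2.17.0, and 525 tested genes had a near-identical copy among the tested genes, set as at least 90% identity over at least 200 nt. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9, and tables were handled with pandas 2.3.3.

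The alternatives tried were other scaling factors, other filters, DESeq2 1.42.0, edgeR's likelihood ratio test, limma 3.58.1 (voom), fits on only the groups compared, the replicate block, robust estimation, other thresholds, and leaving out each replicate in turn. Offsets for gene length and GC content, the same with the block, voom with sample weights, and leaving out genes with a near-identical copy were added after seeing the data. The gene-level methods were tested on simulated data with 200 changed genes among 11709, 1 spread per gene in all groups and no outlying sample. The quasi-likelihood test called 87% of genes changed by surgery in 1 strain with 6.95% false calls, and in the interaction it called 64.5% with 3.01% false calls. In the simulated interaction the false share was 15% for the likelihood ratio test and 18.4% for DESeq2.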

Results

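The counts describe how gene expression in rotator cuff muscle responded to tendon removal with denervation in 2 inbred mouse strains. BL6 is a common reference strain, and MRL is a strain known for unusual healing of some wounds. The question the design poses is whether the response to a rotator cuff tear differs between them. Each of the 4 groups held 4 samples. Total counts per sample were 40664032 ± 4684468 (SD, n = 4) in unoperated BL6, 28032186 ± 2099640 in operated BL6, 34360374 ± 4541466 in unoperated MRL and 28171423 ± 4023820 in operated MRL. In BL6 the highest operated total, 31094642, lay under the lowest unoperated total, 33679319, so depth and surgery went together there. The 13 mitochondrial genes took 13.1% ± 0.817 of counts in unoperated BL6 (SD, n = 4), 20.9% ± 2.67 in operated BL6, 11.3% ± 0.340 in unoperated MRL and 19.6% ± 5.57 in operated MRL.

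The first principal component carried 51.8% of the variance in log2 CPM and the second 27.3%. On the first, unoperated BL6 samples lay between -61.3 and -37.1 and operated BL6 samples between 16.7 and 86.1. Operated MRL samples lay between 13.4 and 54.8, and unoperated MRL samples between -44.9 and -38.7 except replicate 1, at -7.49. The second component separated the strains, with BL6 samples at 24.2 to 37.2 and MRL samples at -37.8 to -27.2.

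**Figure D1:**
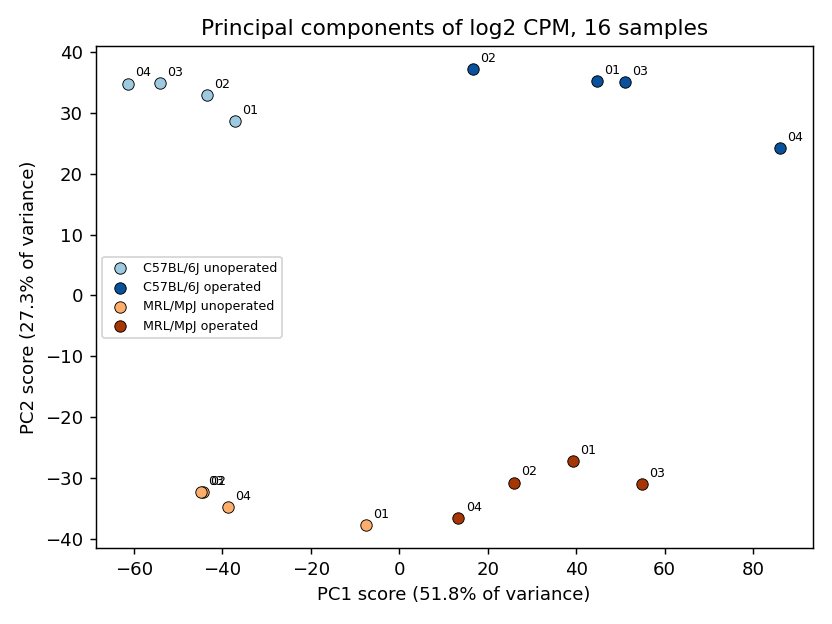
Principal component scores of log2 CPM for the 16 samples, with PC1 on the x axis, PC2 on the y axis, colour for the group and the replicate number beside each point. PC1 separates operated from unoperated samples in each strain, with replicate 1 of unoperated MRL at -7.49 nearest to the operated samples, and PC2 separates the strains.

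The 4 genes of the Y chromosome on the list of checks, Ddx3y, Kdm5d, Uty and Eif2s3y, were counted in every sample. Their changes with surgery were not alike. In BL6, Ddx3y (ENSMUSG00000069045) went from 69.3 ± 6.62 to 26.4 ± 3.77 CPM (SD, n = 4), a log2 fold change of -1.39 with an adjusted p of 1.45e-05 in edgeR's quasi-likelihood test. In MRL it went from 66.1 ± 14.7 to 58.2 ± 6.77 CPM, with a log2 fold change of -0.18 and an adjusted p of 0.337 in the same test. On leaving out each replicate the MRL value ran from -0.33 to -0.10, and an alternative called it lower. Replicate 1 of unoperated MRL held 44.2 CPM, against 70.9 to 76.5 in the other unoperated MRL samples. The interaction for Ddx3y was 1.21 with an adjusted p of 0.0387, which rose to 0.0953 with the replicate block and ranged from 0.000314 to 0.180 over the alternatives. Kdm5d fell by 0.98 in BL6 and by 0.30 in MRL, and its interaction had an adjusted p of 0.125 in the quasi-likelihood test.

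In BL6, surgery changed 7950 of 11709 genes (67.9%) at an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 4107 were higher and 3843 lower after surgery. An absolute log2 fold change of at least 1 was reached by 2999 of them, 1877 higher and 1122 lower. With the replicate number as a block, 7930 genes were called; the deviations of BL6 samples of the same number across surgery correlated at -0.141, against 0.0531 for samples of different numbers. Among the alternatives that kept the threshold, the largest move was to 7189 genes, without replicate 4 of the unoperated group.

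The largest rises in BL6 by the naming rule were in Sln, Sfrp2 and Lrrc15. Sln (ENSMUSG00000042045; chromosome 9, 53850164 to 53854560), which codes for sarcolipin, rose from 1.52 ± 0.784 to 54.1 ± 26.4 CPM (SD, n = 4), a log2 fold change of 5.14 with an SE of 0.67 and an adjusted p of 2.79e-05 in edgeR's quasi-likelihood test. Sfrp2 (ENSMUSG00000027996; chromosome 3, 83766321 to 83774316) rose from 0.769 ± 0.466 to 23.8 ± 39.7 CPM, and its SD exceeds its mean because replicate 4 held 83.3 CPM and the other operated samples 1.98 to 5.73. Its log2 fold change was 4.95 with an SE of 1.16, and with voom it was not called, at an adjusted p of 0.0598. Lrrc15 (chromosome 16, 30269302 to 30283256) had the same pattern, with 44.5 CPM in replicate 4 and 2.63 to 9.88 in the others. The largest falls were in Pdpr, Gpam and Adcy9. Pdpr (ENSMUSG00000033624; chromosome 8, 111094630 to 111137074) fell from 118 ± 29.1 to 5.27 ± 1.55 CPM, a log2 fold change of -4.49 with an SE of 0.77. Gpam (chromosome 19, 55067268 to 55127238) fell from 175 ± 28.9 to 9.34 ± 2.09 CPM, and Adcy9 (chromosome 16, 4287529 to 4420498) from 46.8 ± 7.11 to 3.29 ± 0.370 CPM. For these 6 genes the adjusted p in that test was at most 0.00164.

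In MRL, surgery changed 5272 of 11709 genes (45%) in the same test, with 2609 higher and 2663 lower. Of these, 1271 reached an absolute log2 fold change of 1, with 863 higher and 408 lower. With the replicate block 5197 genes were called, and deviations of MRL samples of the same number across surgery correlated at 0.0920. Sln was again the gene with the largest rise by the rule, from 1.65 ± 0.852 to 37.0 ± 24.2 CPM (SD, n = 4), a log2 fold change of 4.49 with an SE of 0.66 and an adjusted p of 0.000621 in edgeR's quasi-likelihood test. Srrm4os (ENSMUSG00000086219; chromosome 5, 116438720 to 116465487) rose from 0.833 ± 0.227 to 15.6 ± 9.67 CPM; it is annotated as antisense, and since the use of strand is not stated its counts are uncertain. Ankrd1 (ENSMUSG00000024803; chromosome 19, 36111961 to 36120099) rose from 15.5 ± 3.14 to 261 ± 167 CPM, a log2 fold change of 4.08 with an SE of 0.40. The largest falls were in Dkk3 (chromosome 7, 112116017 to 112159057), with a log2 fold change of -3.18, Cers1 (chromosome 8, 70315775 to 70331592), with -2.51, and Mylk4 (chromosome 13, 32700834 to 32783954), with -2.47. Mylk4 fell from 2333 ± 679 to 421 ± 187 CPM. The adjusted p of these genes was at most 0.0055 in that test.

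**Figure D2:**
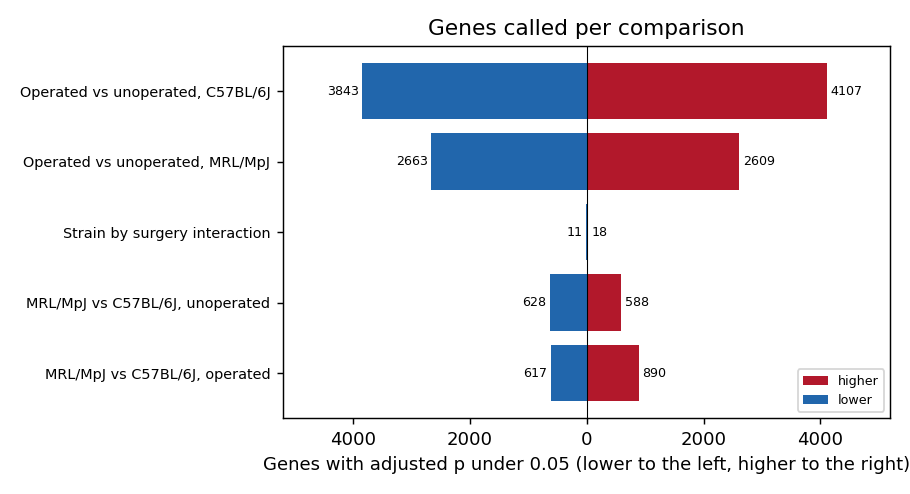
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test for each of the 5 comparisons, with genes lower drawn to the left of 0 and genes higher to the right. Surgery in BL6 gave 4107 higher and 3843 lower genes, surgery in MRL 2609 and 2663, and the interaction 18 and 11.

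A total of 4783 genes were called in both strains, and 4774 of them changed in the same direction, 2328 higher and 2446 lower after surgery. In 3986 of those 4774 genes the absolute log2 fold change was larger in BL6. A further 3167 genes were called in BL6 alone and 489 in MRL alone. Across the 11709 genes, the log2 fold changes of the strains correlated with a Pearson r of 0.850 and a Spearman rho of 0.887; genes are not independent replicates, so no p-value is given. The slope of MRL on BL6 by total least squares was 0.645, with a jackknife SE of 0.196 over samples, and leaving out each replicate in turn moved it between 0.579 and 0.752. The slope was thus below 1 by less than 2 SE.

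**Figure D3:**
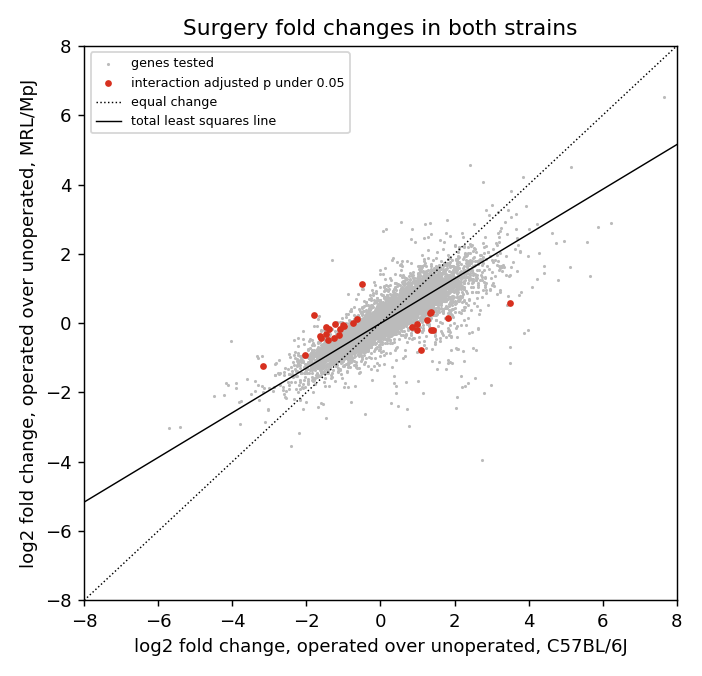
Log2 fold change of operated over unoperated samples in MRL on the y axis against BL6 on the x axis, with a grey point for each of the 11709 genes tested and a red point for each of the 29 genes with an interaction adjusted p under 0.05. The solid line is the total least squares line, with a slope of 0.645, and the dotted line marks equal change.

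A difference between strains in the effect of surgery was tested directly by the interaction, and 29 of 11709 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 18 with a more positive change in MRL and 11 with a more negative one. At an unadjusted p under 0.05 there were 1843 genes. This count was the least stable of the report: with the replicate block 2 genes were called, where same-numbered samples correlated at 0.0427 over all pairs of groups, and DESeq2 called 250. Genes called in a single strain above are therefore, for all but these genes, not shown to differ between strains.

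Among the genes named by the rule, Snx10 (chromosome 6, 51523901 to 51590679) had an interaction of 1.61 and Tppp (chromosome 13, 74009407 to 74035753) one of 1.35. The most negative interactions were in Tcea1 (chromosome 1, 4857814 to 4897909), at -1.87, Tppp3 (chromosome 8, 105467493 to 105471526), at -1.69, and Cd82 (chromosome 2, 93419111 to 93463140), at -1.63. The adjusted p of these 5 genes lay between 0.0346 and 0.0442 in that test, and none of them passed with the replicate block, where it lay between 0.0669 and 0.0953.

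The 7 gene lists asked whether processes expected in denervated and detached muscle moved. The adipocyte list rose by 1.81 log2 units in BL6, from 3.93 ± 0.260 to 5.74 ± 0.766 (SD, n = 4), and by 1.73 in MRL, from 4.14 ± 0.297 to 5.86 ± 0.526, each with p = 0.0286 in the exact permutation test. The denervation list rose by 0.54 in BL6 and by 0.83 in MRL, with the same exact p. The matrix list rose by 2.03 in BL6 with p = 0.0286 and by 1.20 in MRL with p = 0.0857, both exact. The list for fatty acid oxidation and mitochondria fell by 0.81 in BL6, exact p = 0.0286, and by 0.44 in MRL, exact p = 0.0571. The inflammation list rose by 1.37 in BL6 and by 0.60 in MRL, with exact p of 0.0571 and 0.257. Its score rests on 7 of its 12 genes, which are Adgre1, Cd68, Itgam, Ptprc, Cd163, Mrc1 and Nos2. None of the cytokine genes of that list was analysed. The contractile list fell by 0.49 and 0.17, with exact p of 0.143 and 0.629, and the proteolysis list fell by 0.18 and 0.24, with exact p of 0.314 and 0.0857. After adjustment over the 21 tests the lowest value was 0.100. Since the exact surgery tests cannot go below 0.0286, an adjusted value under 0.05 from them would need 13 tests at or below that floor, so it says little that no list passed. With signs exchanged within replicate numbers as a block, the differences are equal by construction and p cannot go below 0.125, the value found for 9 of the 14 surgery effects. No list was shown to differ between strains in its response, with exact interaction p from 0.209 for fatty acid oxidation to 0.874 for adipocytes. That test exchanged strain labels within operated and within unoperated samples. A strain difference present without surgery thus enters its reference values and can raise p, so these p-values do not show equal responses. On leaving out each replicate, the strain difference ran from -1.04 to -0.27 for the inflammation list and from -1.18 to -0.24 for the matrix list. The smallest inflammation difference came without replicate 1 of unoperated MRL, where the MRL rise was 1.10. The smallest matrix difference came without replicate 4 of operated BL6. With signs exchanged by replicate block, the exact p of the denervation interaction was 0.125, again the lowest value possible, and those of the other lists were 0.250 to 0.875.

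**Figure D4:**
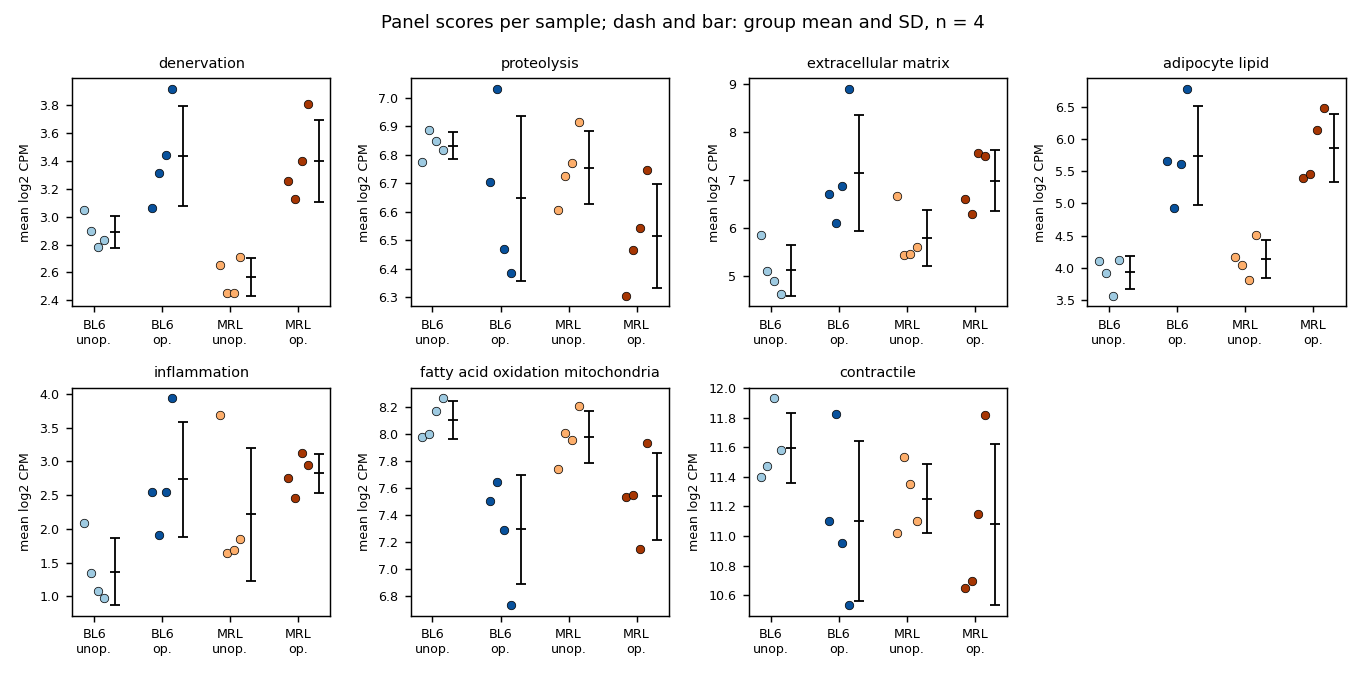
Score of each of the 7 gene lists, as the mean log2 CPM over its genes, on the y axis for each sample of the 4 groups on the x axis, with a dash and bar for the group mean and SD (n = 4). The adipocyte score is 3.93 and 5.74 on average in unoperated and operated BL6 and 4.14 and 5.86 in MRL.

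Of the 70 listed genes analysed, 49 were called in BL6 and 33 in MRL, and adjustment over the list alone gave the same counts. The interaction called 0 of the 70, with 10 at an unadjusted p under 0.05. In the adipocyte list, Fabp4 rose by 2.47 in BL6 and 2.26 in MRL on the log2 scale, from 238 ± 35.7 to 1319 ± 149 CPM and from 302 ± 42.0 to 1444 ± 415 CPM (SD, n = 4). Pparg rose by 2.01 and 1.59, and Cebpa by 2.45 and 1.75. Replicate 4 held 37.6 CPM of Cebpa in operated BL6 and 27.8 in operated MRL. The other operated samples held at most 10.9 and 14.7 CPM. On leaving out each replicate, Cebpa ran from 1.49 to 2.77 in BL6 and from 1.16 to 1.99 in MRL, and it lost its MRL call under an alternative. Myog of the denervation list rose by 2.05 and 1.85, whereas Chrna1 fell by 0.47 and 0.37 and was called lower in both strains. Chrnd was called only in MRL, with 0.56. In the proteolysis list Fbxo32 fell by 1.35 and 1.27 and was called in both, Trim63 fell by 0.32 and 0.98 and was called in neither, and Fbxo30 was called only in BL6, with -0.46. Col1a1, Col1a2 and Col3a1 of the matrix list rose by 2.86, 2.31 and 1.81 in BL6, each called. In MRL they rose by 0.95, 0.91 and 1.12, none called. Replicate 4 of operated BL6 held 2161, 2319 and 2028 CPM. The other operated BL6 samples held at most 435, 529 and 477 CPM. On leaving out each replicate, the BL6 values ran from 1.497 to 3.18, 1.18 to 2.63 and 0.765 to 2.42. The MRL values ran from 0.698 to 1.63, 0.707 to 1.36 and 0.828 to 1.43. Col3a1 in BL6 lost its call under an alternative, and each gene was called in MRL under an alternative. The contrast in calls is therefore not stable for these genes. Among macrophage genes of the inflammation list Cd68 was called in BL6, with 2.01, and not in MRL, with 0.62. Cd68 was 10.8 CPM in replicate 1 of unoperated MRL, against at most 5.80 in the others of that group. Its MRL value ran from 0.439 to 1.09 on leaving out each replicate, and an alternative called it in MRL. Adgre1 had 2.18 in BL6 and -1.54 in MRL, and Itgam had 1.92 and -1.16; neither gene was called in a strain, and the negative values in MRL turn positive without replicate 1 of the unoperated group. With the replicate block Itgam was called in BL6, at 2.15 with an adjusted p of 0.0410 in edgeR's quasi-likelihood test. Cpt1b fell by 0.96 and 0.59 and was called in both strains, although with the replicate block its adjusted p in MRL was 0.0674 in that test, while Ppargc1a and Cpt2 were called in neither. Of the contractile list, Myh4 was called only in BL6, with -1.18, and Myh1 and Myh2 in neither strain. Other calls of this paragraph moved as well. Under an alternative, Myh4, Trim63, Fbxo30 and Ppargc1a were called in MRL, and Adgre1, Cpt2 and Myh1 in BL6. Myh4 and Fbxo30 lost their BL6 calls under an alternative, Chrnd its MRL call, and Chrna1 its calls in both strains.

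Among unoperated samples, 1216 of 11709 genes (10.4%) differed between MRL and BL6 in edgeR's quasi-likelihood test, 588 higher and 628 lower in MRL. With the replicate block 1146 were called, where same-numbered samples of these groups correlated at 0.160. Scaling by total counts alone called 1055, of which 742 were higher and 313 lower. The largest differences had a low level in one strain. Hal (ENSMUSG00000020017; chromosome 10, 93488768 to 93519304), which codes for histidine ammonia-lyase, was 22.4 ± 3.12 CPM in MRL and 0.0648 ± 0.0288 CPM in BL6 (SD, n = 4), a log2 fold change of 8.31 with an SE of 0.33 and an adjusted p of 4.05e-11 in that test. AK157302 (chromosome 13, 21495223 to 21497146) had a log2 fold change of 8.43 and the processed pseudogene AC122453.1 (chromosome 17, 82409935 to 82410819) one of 8.19. Lower in MRL were Hba-a2 (chromosome 11, 32296489 to 32297298) at -7.46, Rpl26 (chromosome 11, 68901583 to 68906989) at -7.03 and Rpl14 (chromosome 9, 120571444 to 120574654) at -6.69. These last 3 genes have near-identical copies: Rpl14-ps1 shares 98.9% of aligned bases with Rpl14, Gm15772 shares 98.2% with Rpl26, and Hba-a1 shares 99.8% with Hba-a2. Their levels are uncertain, because counting may have split reads between copies. AC122453.1 is also among the genes with a near-identical copy, so its difference carries the same doubt.

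After surgery, 1507 genes (12.9%) differed between MRL and BL6 in the same test, 890 higher and 617 lower in MRL. With only the compared groups in the fit, 574 genes were called after surgery and 2435 between unoperated strains. Which strain comparison has the larger count therefore depends on the groups that share the fit. The replicate block gave 1354, where same-numbered samples correlated at 0.165, and total-count scaling gave 994 higher and 383 lower. Of the calls of both strain comparisons 611 were shared, and 606 of those had the same direction. Hal again stood among the largest, with a log2 fold change of 8.54 and levels of 37.2 ± 11.3 CPM in MRL and 0.0900 ± 0.0561 CPM in BL6 (SD, n = 4). AC166110.4 (chromosome 17, 13330748 to 13333842) was at least 93.3-fold higher in MRL and AC122453.1 at least 162-fold higher, both against BL6 samples at or under 3 counts. Both are among the genes with a near-identical copy, so their levels are uncertain too. Rpl26 at -7.46, Rpl14 at -7.18 and Rps2 (chromosome 17, 24718116 to 24721929) at -6.65 were the lowest in MRL. Rps2 was 113 ± 11.3 CPM in operated BL6 and 1.12 ± 0.196 CPM in operated MRL. No near-identical copy of it was among the genes tested, but genes without deposited counts were not searched. A shift of reads to such a copy is therefore not excluded for Rps2.

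The authors' deposited table called 7599 genes for surgery in BL6 at its own false discovery rate under 0.05, and 6600 for surgery in MRL. For MRL against BL6 the authors' deposited table called 1155 genes among unoperated and 1390 among operated samples. Of those calls, 7463, 5183, 1052 and 1250 were shared with the calls given above, all with the same direction as in the authors' deposited table. Across genes, log2 fold changes of the authors' deposited table correlated with those computed here at a Pearson r of 0.986, 0.969, 0.964 and 0.963 in that order.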

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

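Of the tests in this part, those of gene length and GC content, near-identical copies, exchanged labels, mixed samples, marker genes, Slc13a3 and splits with group means held were chosen only after the results they bear on had been seen; the tests of other sample splits, library size and mitochondrial genes were set out beforehand.

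The effect of surgery differed between strains by a direct test in 29 genes. Other splits exchanged strain labels between same-numbered samples, within operated and within unoperated samples, so that surgery stayed as labelled. Among 100 such splits, the labelled one included, 7 gave at least 29 genes, the highest of the others gave 2079, and 83 gave 0 genes at the adjusted threshold. Where unequal numbers of pairs are exchanged in operated and unoperated samples, the strain difference itself enters the interaction: the other 6 splits with at least 29 genes all had numbers that differed by 2 or more, and the 28 splits with equal numbers gave 0 genes. These splits therefore say little about the count. With the group means held in the model, every group was also split in equal parts; among 100 splits, the interaction included, 1 gave at least 29 genes, the interaction itself. Such splits dilute a single outlying sample, and leaving out each sample moved the count to between 1 and 69, so differences between samples of one group are not excluded as its source. Thinning every sample to the smallest total left 26 genes, leaving out mitochondrial genes left 24, and leaving out genes with a near-identical copy left 22, so these 3 explanations were not borne out. Offsets for gene length and GC content left 5 genes, of which 4 were among the 29, and before those offsets the interaction log2 fold changes correlated across genes with transcript length at a Spearman rho of 0.371 and with GC content at -0.351. A bias by gene length or GC content may account for most of the 29 calls, and a biological difference between strains cannot be told apart from it for those genes.

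By the naming rule, genes with large differences between strains in their response were Snx10 (1.61 on the log2 scale), Tppp (1.35), Tcea1 (-1.87), Tppp3 (-1.69, unrounded -1.685) and Cd82 (-1.63). With length and GC offsets, Tcea1 was still called, and Snx10, Tppp, Tppp3 and Cd82 were not; with the replicate block none of these 5 genes was called. A response of Tcea1 that differs between strains is a candidate hypothesis; it was found and tested on the same samples, and the splits above do not address single genes.

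Among 202 sets of 4 samples, made of list scores, totals, mitochondrial shares and named genes, 15 had a highest or lowest sample far from the rest, where chance gives about 10.1. Sets in which every library was at or under 3 counts were left out, a choice made after a first pass over the values. Of the 15, 7 were replicate 1 of unoperated MRL, and the other 8 were spread over 6 samples. The ratio of the gap to the range is given for each below.

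In replicate 1 of unoperated MRL the matrix list stood at 6.66 log2 CPM against at most 5.61 in the other replicates (ratio 0.857), and the inflammation list at 3.69 against at most 1.85 (0.901). Single genes followed: Adgre1 at 5.60 against at most 1.04 (0.898), Itgam at 4.09 against at most 0.26 (0.878), Col1a1 at 9.07 against at most 7.46 (0.845) and Col1a2 at 9.39 against at most 8.16 (0.949). Ddx3y was low there, at 5.47 against at least 6.15 (0.860). A marker list of macrophages, written after some of these values were seen, scored 2.49 log2 units higher in this sample than in any other unoperated MRL sample, so RNA from macrophages is a candidate explanation for the inflammation values. Its score of osteoclast genes was 2.20 and that of bone and cartilage genes 1.14 log2 units above every other unoperated MRL sample, so RNA from such cells could bear on its matrix values as well. The macrophage list shares Adgre1 and Cd68 with the inflammation list, and these lists cannot separate a muscle with more of such cells from a dissection that took other tissue.

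The same sample and replicate 4 of operated MRL lay toward each other on genes that surgery lowered. On genes that surgery lowered in BL6 by at least 1 log2 unit, with the unoperated BL6 mean at 0 and the operated mean at 1, replicate 4 of operated MRL stood at 0.394 and replicate 1 of unoperated MRL at 0.305, while other operated MRL samples stood at 0.780 to 0.927 and other unoperated ones at 0.0108 to 0.0974. On genes that surgery raised, replicate 4 of operated MRL, at 0.778, lay inside the range of the other operated MRL samples, 0.731 to 1.09, and replicate 1 of unoperated MRL, at 0.506, above that of the other unoperated ones, 0.0947 to 0.172. As a mixture of operated and unoperated MRL muscle, replicate 4 of operated MRL would hold 56.7% unoperated RNA by Pdpr, 53.7% by Gpam, 38.3% by Srrm4os, 34.4% by Adcy9, 32.2% by Cers1, 8.84% by Mylk4 and 5.34% by Dkk3, and Ankrd1, Sln, Sfrp2 and Lrrc15 lay beyond the operated mean. For replicate 1 of unoperated MRL these shares were 22.3% by Pdpr, 28.6% by Gpam, 99.1% by Srrm4os, 37.4% by Adcy9, 66.1% by Cers1, 50.8% by Mylk4, 81.9% by Dkk3, 41.4% by Sfrp2, 95.2% by Sln and 101% by Ankrd1, and Lrrc15 lay beyond the operated mean. The mitochondrial share of replicate 4 of operated MRL was 11.8%, against 20.1% to 24.9% in the other operated and 11% to 11.6% in the unoperated MRL samples. No single share accounts for all of these genes in either sample, and Ankrd1, Sln and Srrm4os give little sign of operated muscle in replicate 1 of unoperated MRL, which goes against a plain mixture. Single genes vary between animals, so a mixed sample cannot be told apart from an uneven response by these shares alone. Exchanged labels were tested as well: 4221 genes were then called for surgery in MRL, against 5272 as labelled, and 13 genes parted the groups by at least 1 log2 unit, against 79 as labelled and at most 10 in any other of the 35 splits. The count goes against a swap of these samples, although 13 is the highest of the other splits. Of the 13 genes, 3 are C1s1, C1ra and C1rb, neighbours on chromosome 6, and another is Pdpr.

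Replicate 4 of operated MRL had Ankrd1 at 9.0 log2 CPM against at most 7.54 in the others (0.894). A list of slow and cardiac muscle genes, to which Ankrd1 does not belong, scored 1.83 log2 units above every other sample there, and a list of brown adipocyte genes 1.39 above every other MRL sample. RNA from either tissue, taken along in dissection, could add to the values of this sample; the lists were written after some values were seen and cannot settle it.

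In operated BL6, replicate 4 had Itgam at 2.48 log2 CPM against at most 0.81 (0.860) and Cpt2 at 6.25 against at least 6.71 (0.910). Its macrophage score, 5.46 against at most 4.84 and 1.83 log2 units above every other BL6 sample, and its osteoclast score, 5.65 against at most 4.22, were the highest of the 16 samples. Its score of bone and cartilage genes was 1.40 log2 units above every other sample and its brown adipocyte score 1.68 above every other BL6 sample, and 379 genes were at least 2 times as high in it as in every other sample. Macrophages, or bone, cartilage or brown fat taken along, might explain part of this, and a stronger response of that muscle remains as an alternative. Replicate 4 of operated BL6 and of operated MRL also had the highest adipocyte list scores of the 16 samples, 6.78 and 6.47. Brown fat could thus add to the rise of that list. Without replicate 4 of the operated group, the list still rose by 1.46 in BL6 and by 1.52 in MRL.

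The remaining sets were the total of replicate 1 of unoperated BL6, at 33679319 counts against at least 42316407 (0.875), Cd68 in that sample at 2.11 log2 CPM against at most 0.93 (0.870), Chrna1 in replicate 3 of unoperated BL6 at 4.05 against at least 4.54 (0.986), Tppp3 in replicate 4 of unoperated BL6 at 5.44 against at least 5.90 (0.895), and Cpt2 in replicate 3 of unoperated MRL at 6.45 against at least 6.56 (0.955). The macrophage score, from a list that holds Cd68, was 2.81 in replicate 1 of unoperated BL6 against 1.08 to 1.72 in the other unoperated BL6 samples. No explanation for these 5 sets was tested.

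Slc13a3, the gene removed by the filter, had 2639 counts or 85.5 CPM in replicate 1 of unoperated MRL and at most 20 counts in any other sample. It was the 1 gene at least 10 times above every other sample there, under the 20 genes set as the criterion for a broad admixture of reads from another tissue. At least 2 times above every other sample were 29 genes, Cd72 among them at 35.7 against at most 4.04 CPM, so a smaller admixture is not excluded. The total of 30873422 counts lay inside the range of the other samples. No biological explanation was tested.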

How the results depend on the processing

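Fits with length and GC offsets, those offsets with the replicate block, voom with sample weights, and fits without genes that have a near-identical copy were chosen after seeing the data; all others were set out before the data were examined. The check of the strain label by Nnt was not run, because that gene was not analysed here.

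In BL6, alternatives that kept the threshold and every replicate gave 7375 to 8625 genes against 7950, and the 8 fits that each left out a replicate gave 7189 to 8177. An absolute log2 fold change of at least 1 left 2999. In MRL, fits at the same threshold gave 3925 to 7878 against 5272, and an adjusted p under 0.01 left 2715, a log2 fold change of at least 1 left 1271, and leaving out each replicate gave 3490 to 6145, the lowest without replicate 3 of the operated group, a move of more than 1.5 times whose cause was not tested. The replicate block moved these counts to 7930 and 5197, and with length and GC offsets to 7679 and 5389.

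The interaction count of 29 moved most. It was 14 with total-count scaling, 2 with the replicate block, 5 with length and GC offsets, 2 with both, and 1 at an adjusted p under 0.01. It was 250 with DESeq2, 137 with the likelihood ratio test and 230 with voom and sample weights, and each of these sets held all 29. In simulated interactions DESeq2 and the likelihood ratio test made 18.4% and 15% false calls, against 3.01% for the quasi-likelihood test. Their simulated calls were 190 and 180 against 133, a smaller gap than between the real counts. The simulated samples had 1 spread per gene in all groups, no broad surgery effect and no outlying sample, unlike the real ones. Whether false calls account for the counts of 250 and 137 is therefore left open. For sample weights the false share was 3.82%. The cause of these moves was not tested. Leaving out each of the 16 samples gave 1 to 69 genes, and 14 of those 16 fits differed from 29 by more than 1.5 times. Other filters, robust estimation, DESeq2's size factors, plain voom and the fit without near-identical copies gave 22 to 29. With length and GC offsets 1 of 5 calls was higher, against 18 of 29.

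Between unoperated strains, the count of 1216 was 2435 with only those groups in the fit, 4206 with sample weights, 650 at an adjusted p under 0.01 and 467 with a log2 fold change of at least 1. Leaving out each replicate gave 821 to 1102. After surgery, 1507 fell to 574 with only those groups in the fit, 748 at an adjusted p under 0.01 and 413 with a log2 fold change of at least 1, and leaving out each replicate gave 1030 to 1842. The cause of these moves was not tested. The replicate block gave 1146 and 1354, and with offsets 1268 and 1037.

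Scaling by total counts alone moved the median log2 fold change of all genes from 0.04 to 0.18 for surgery in BL6 and from 0.01 to 0.15 between unoperated strains. The share of higher calls for surgery in BL6 was 60.2% with that scaling (4443 higher and 2932 lower), against 51.7%, and 48.5% with length and GC offsets (3773 and 3999). The share rose from 48.4% to 70.3% between unoperated strains and from 59.1% to 72.2% after surgery; length and GC offsets lowered the latter to 48.8%, with 542 higher and 568 lower.

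The correlation of fold changes between strains stayed between 0.810 and 0.904 when each replicate was left out, and was 0.877 over genes called in either strain. Of the 21 list results, 3 changed direction under an alternative. The proteolysis list in BL6 rose by 0.10 as a median over genes, against -0.18 as a mean. The median also lowered the matrix effect from 2.03 to 0.93 in BL6 and from 1.20 to 0.57 in MRL, each with an adjusted p of 0.32. Under other scaling or another prior count no list result changed direction; with total-count scaling the adjusted p of the denervation and matrix lists in BL6 rose from 0.100 to 0.171. No list had passed 0.05, which the design made hard to reach, so none could lose that threshold. The other 2 did so when each replicate was left out: the strain differences in response of the proteolysis list ran from -0.13 to 0.07 and those of the adipocyte list from -0.35 to 0.27, so neither has a direction.

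Of 83 results on named genes, 42 kept direction and side of the threshold throughout. Over 1858 values of single genes under alternatives, 1662 did so, 139 became weaker, 33 stronger and 24 reversed. Reversed were Chrnd in BL6 with total-count scaling (0.10) and sample weights (0.10), and on leaving out each replicate (-0.18 to 0.0624); Fbxo30 in BL6 with offsets (0.0213); Myh2 in BL6 with total-count scaling (0.12) and on leaving out each replicate (-0.25 to 0.0917). In MRL, Adgre1 reversed with voom (0.24) and sample weights (0.83) and on leaving out each replicate (-1.91 to 1.39). Itgam reversed likewise (0.30, 0.83, and -1.52 to 1.30). Cpt2 in MRL reversed with offsets (-0.00918), with offsets and block (-0.0167) and on leaving out each replicate (-0.0471 to 0.13). Myh2 in MRL reversed with sample weights (-0.17) and on leaving out each replicate (-0.16 to 0.39). Eif2s3y in MRL reversed with total-count scaling (0.00518), offsets (0.00359) and both offsets and block (0.00537). Among the fits that each left out a replicate, Adgre1 and Itgam in MRL reversed only without replicate 1 of unoperated MRL. Myh2 in MRL reversed only without replicate 4 of operated MRL, and Cpt2 in MRL only without replicate 1 of operated MRL. The cause was not tested otherwise. Of the reversed results only Fbxo30 in BL6 had passed the threshold. The genes of the lists named singly were chosen after values had been seen, which limits what these counts show. Depth limits genes with all libraries of a group at or under 3 counts, whose folds are lower bounds.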

Other observations

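The tests of length and GC content, near-identical copies by number of calls, summed copies and C1ra with C1rb were chosen only after the results they bear on had been seen.

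Each comparison of a pair of groups was set against other splits of its 8 samples. Of the 8 splits that part all same-numbered pairs, 1 gave as many genes, the labelled one, in all 4 comparisons; this share cannot go below 0.125. The other 7 gave at most 0 genes for surgery in BL6, 1 for surgery in MRL, 0 between unoperated strains and 13 between operated strains, against 7950, 5272, 1216 and 1507 as labelled, and these sizes go against a chance arrangement of the samples. Over all 35 splits it was again 1 in each. The others differ in parting fewer same-numbered pairs, and the highest of them gave 2196 genes for surgery in BL6, 4221 for surgery in MRL, 0 between unoperated strains and 591 between operated strains.

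Depth, mitochondrial counts, length with GC content, and near-identical copies were tested against the 4 counts as well. Thinning all samples to the smallest total gave 7882 genes for surgery in BL6, 5188 for surgery in MRL, 1174 between unoperated and 1453 between operated strains. Without mitochondrial genes the counts were 7960, 5330, 1236 and 1466. With length and GC offsets they were 7772, 5511, 1309 and 1110. Without genes that have a near-identical copy they were 7619, 5054, 1053 and 1353. No count fell by more than 1.5 times, which was the criterion, but a count does not say which genes were called. With length and GC offsets 6341 of the 7950 calls for surgery in BL6 were kept, 4608 of 5272 in MRL, 1095 of 1216 between unoperated and 907 of 1507 between operated strains, so a bias by length or GC content may account for part of the calls, the largest part between operated strains.

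Near-identical copies may still shape the largest differences between strains. Genes with such a copy were called more often than others between unoperated strains (25.1% against 9.69%) and between operated strains (24.8% against 12.3%), and not for surgery in BL6 (62.7% against 68.1%). Of 54 pairs with both members called between unoperated strains, 57.4% moved in opposite directions, against 36.9% for surgery in BL6; that ratio stayed under the 2-fold difference set as the criterion beforehand. For single genes the sum over copies was examined. Rpl14 alone had a log2 ratio of -6.71 between unoperated MRL and BL6 and -0.0278 summed with Rpl14-ps1, which rose from 12.6 to 52.3 CPM. Rpl26 alone had -7.06 and -0.16 summed with Gm15772, which rose from 0.141 to 33.8 CPM. Hba-a2 alone had -7.49 and 0.0845 summed with Hba-a1, which rose from 113 to 200.2 CPM. Since Hba-a1 is the more abundant of that pair, the criterion set for the sum would be met even by a true loss of Hba-a2, so that test leaves its cause open. A candidate explanation for Rpl14 and Rpl26 is that MRL variants move their reads to the copy that matches better; no sequence was examined.

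In a cluster on chromosome 6 (124512405 to 124581171), MRL samples fell into distinct levels that do not follow surgery. C1s1 was 0.0347 to 0.0917 CPM in replicate 1 of unoperated MRL and replicates 1, 2 and 3 of operated MRL, and 25.9 to 56.1 CPM in replicates 2, 3 and 4 of unoperated MRL and replicate 4 of operated MRL; BL6 samples had 26.1 to 115 CPM. C1ra followed C1s1, and C1rb, which shares 97.9% of aligned bases with C1ra, ran the other way, at 14 to 24.3 CPM in the samples low in C1s1 and 1.20 to 3.92 CPM in the other MRL samples. Over the 8 MRL samples the SD of log2 CPM was 2.36 for C1ra and 0.478 for C1ra and C1rb summed. This is consistent with a variant of that region carried by some MRL animals and shifting reads between the copies. The arrangement is also the one that exchanging the labels of replicate 1 of unoperated MRL and replicate 4 of operated MRL would turn into a clean split by surgery, and with exchanged labels 4221 genes were called against 5272. That count goes against a swap of the pair. So do some genes with large surgery effects in MRL. Ankrd1 was 14.1 CPM in replicate 1 of unoperated MRL, inside the 11.9 to 19.1 CPM of the other unoperated ones. It was 511 CPM in replicate 4 of operated MRL, above the 165 to 186 CPM of the other operated ones. Srrm4os (0.948 and 10.9 CPM) and Dkk3 (117 and 19.8 CPM) followed the labels as well, although these genes were named from the groups as labelled. Pdpr (25.7 and 57.1 CPM) and Gpam (42.9 and 72.5 CPM) ran the other way, and Pdpr is among the 13 genes that exchanged labels parted. No sequence or label record was examined, so a variant among MRL animals remains a hypothesis.

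As single values, Cd72 was 35.7 CPM in replicate 1 of unoperated MRL, and Ucp1, a brown fat gene, was 83.2 CPM in replicate 4 of operated MRL and 41.1 CPM in replicate 4 of operated BL6.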
